A study of Arabidopsis thaliana with 12 samples.

How the data were processed

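Transcript levels were measured by RNA sequencing in 12 libraries of whole Arabidopsis thaliana seedlings, in 4 groups of 3. The groups were wild type and the er erl2 double mutant, each given a mock or an auxin treatment. Per the labels' protocols, seedlings were 3 days past germination and were treated for 30 min with 1 uM indole-3-acetic acid (IAA, the main natural auxin) in 0.02% dimethyl sulfoxide, or with 0.02% dimethyl sulfoxide alone. Libraries were poly-A selected and directional, per the labels. The labels give the accession Col-0 for all 12 samples.

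The authors deposited one table of raw counts per gene, with a column for each library. The values were whole numbers with a different total in each library. The aligner, the counting program, the genome build, the annotation and whether counting used strand are not stated in the labels or the file header. Counts of genes that overlap another gene or have a near-identical copy are therefore uncertain. Each column was assigned to a sample by the title contained in its name, and 0 columns were left unassigned. The table held 37336 genes, identified by Arabidopsis locus codes, of which 37051 matched an entry of the TAIR10.1 reference annotation. That annotation was used only for gene names, types and products, for gene length in 1 check, for the order of neighbours and for overlaps. No coordinates are given because the authors' build is not stated. The chromosome number is part of each locus code.

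Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 4 groups, with its minimum count of 10 and minimum total of 15, which left 21376 genes. Libraries were scaled by the trimmed mean of M-values (TMM), with factors from 0.973 to 1.02. A single model with 1 mean per group was fitted to all 12 libraries by the robust quasi-likelihood method. Its contrasts were the IAA effect in each genotype, the genotype effect in each treatment and the genotype by IAA interaction. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 are called. Standard errors (SE) were derived from the log2 fold change and its F statistic. The biological coefficient of variation was 0.102.

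Total counts ranged from 28930625 to 35837999 per library. The smallest level the depth can show was taken as 3 counts. Reads carried no molecular identifiers in the description, so this floor covers counting error only. Where all libraries of a group lay at or under 3 counts, the fold change is a lower bound computed against that floor.

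The IAA response of each genotype was also summarised as a score, the mean log2 CPM (counts scaled to the TMM-adjusted library size, prior count 2) over a list of genes. One list held 25 auxin-responsive genes. The other held the genes called for the mean of both genotypes' IAA effects, each signed by its direction. The difference between genotypes was tested two-sided by exact permutation of genotype labels within each treatment, over 400 arrangements. This takes the genotypes to be alike in each treatment. Where one genotype is higher in both treatments, the spread of the arrangements widens, so a large p does not show equal responses. The samples, the contrasts, the list of 25 genes, the alternatives and the rule for naming genes were set before the data were examined. For the other list only the rule was set beforehand, and its genes came from these data.

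The genes named are ER, ERL2 and ERL1. IAA19, GH3.3, LBD29 and ACS4 are named in any case. In each contrast the 3 largest increases and the 3 largest decreases are named, among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. For the interaction the 3 genes of smallest p are named. Of 8 listed stomatal-lineage genes, those called in a genotype contrast are named. Other names were chosen after their values were seen.

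The positions of genotype calls were examined in windows of 100 consecutive tested genes, against 10000 shuffles of the calls over positions. The last window of each chromosome was longer and held 106 to 181 genes. A window passed when it held more calls than the 95th percentile of the largest window of the shuffles.

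The alternatives were no count filter, a stricter filter at a mean CPM of 1, DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), a replicate block, a minimum absolute log2 fold change of 1, a fit of only the groups compared, and leaving out each library in turn. The scores were also computed with a prior count of 0.5 and with the median over genes. Replicate numbers for the block came from the sample titles. A block from the numbers in the prefixes of the count columns, and results outside clustered stretches of chromosomes, were added after the data were seen.

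The procedure was tested on simulated counts drawn from the means and depths of these libraries, with 21213 genes tested. For the IAA effect in wild type, 41.0%, 77.1% and 95.9% of genes changed by 0.5, 1 and 2 on the log2 scale were recovered, with 4 false calls among 20816 unchanged genes. For the interaction the shares were 22.4%, 68.3% and 88.2%, with 6 false calls. The genes changed at these sizes numbered 78, 48 and 73 for IAA and 67, 63 and 68 for the interaction. Each gene was drawn independently, so no shift was shared by many genes of a library. The shares may therefore overstate recovery in the real data, above all where fewer genes change. Within groups, Pearson r between libraries across genes was 0.986 to 0.992. Counts of each replicate pair differed by more than sampling noise, with a chi-square per degree of freedom from 7.94 to 18.4. No pair thus looked like the same library sequenced again. This check cannot tell separate seedling samples from separate preparations of the same sample. All 12 libraries were counted as separate samples per the labels. The labels give no sequencing batch or date, so no within-batch comparison was made.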

Results

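The transcriptomes of wild-type and er erl2 seedlings were compared after a mock or an IAA treatment of 30 min, with 3 libraries in each of 4 groups. ER (ERECTA, AT2G26330) and ERL2 (ERECTA-LIKE 2, AT5G07180) encode related receptor kinases, and ERL1 (AT5G62230) is the remaining member of the family. The factorial design asked how IAA changed transcript levels in each genotype, how the genotypes differed in each treatment, and whether the IAA response depended on genotype. The deposited raw counts totalled 28930625 to 35837999 per library, and 21376 genes passed the count filter. The first principal component held 51.5% of the variance and separated the genotypes. The second held 13.5% and separated the treatments.

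The targeted genes were examined first. Under mock, ER was at 60.6 ± 3.44 normalized CPM (counts scaled to library size; SD, n = 3) in wild type and at 6.55 ± 1.86 CPM (SD, n = 3) in er erl2. Raw ER counts were 1891, 1683 and 1882 in the wild-type mock libraries and 1791, 1973 and 1636 in the wild-type IAA libraries. They were 159, 185 and 310 in the er erl2 mock libraries and 239, 200 and 253 in the er erl2 IAA libraries. ER in the mutant was 10.8% of wild type under mock and 13.3% under IAA. The log2 fold change was -3.20 (SE 0.155) under mock, with an edgeR quasi-likelihood p of 5.54e-08 after Benjamini-Hochberg adjustment, and -2.92 (SE 0.153) under IAA.

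Raw ERL2 counts were 407, 359 and 348 in wild-type mock and 306, 414 and 287 in wild-type IAA. They were 97, 75 and 142 in er erl2 mock and 86, 89 and 73 in er erl2 IAA. ERL2 in the mutant was 25.4% of wild type under mock and 25.5% under IAA, with log2 fold changes of -1.97 (SE 0.164) and -1.97 (SE 0.168). Raw ERL1 counts were 68, 94 and 70 in wild-type mock and 95, 57 and 49 in wild-type IAA. They were 131, 134 and 154 in er erl2 mock and 168, 159 and 122 in er erl2 IAA. ERL1 was higher in the mutant by 0.72 (SE 0.209) on the log2 scale under mock, with a Benjamini-Hochberg adjusted edgeR p of 0.0309, and by 1.21 (SE 0.211) under IAA, with an adjusted edgeR p of 0.00163. The mock difference lost the threshold in 5 fits that each left out 1 library. ERL1 overlaps AT5G62240 in the reference annotation, so its counts are uncertain.

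**Figure D1:**
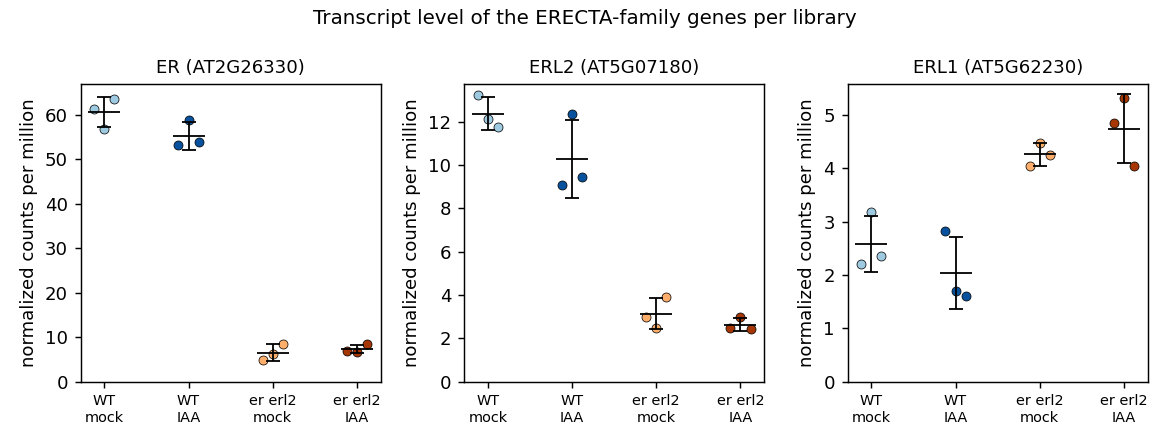
Normalized counts (CPM) of ER, ERL2 and ERL1 in each library (points), by group, with the group mean and SD (bars, n = 3). ER and ERL2 lie lower in all 6 er erl2 libraries than in all 6 wild-type libraries, while ERL1 lies higher.

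In wild type, IAA changed 259 genes, of which 226 were higher and 33 lower. A minimum 2-fold change left 144 of them, and the DESeq2 Wald test gave 411. In er erl2, IAA changed 328 genes, of which 276 were higher and 52 lower. Of the 396 genes called in either genotype, 191 were called in both, 178 higher and 13 lower in each. The counts of opposite direction were 0. Of 68 genes called in wild type only, 66 had the same sign in er erl2, and 28 had an unadjusted interaction p under 0.05. Of 137 genes called in er erl2 only, 132 had the same sign in wild type, and 69 had an unadjusted interaction p under 0.05. Across the 396 genes, which are not independent replicates, Pearson r between the fold changes of the genotypes was 0.837.

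The largest increases in wild type were in LBD29 (AT3G58190), IAA5 (AT1G15580) and BRU6 (AT4G37390, also called GH3.2). LBD29 rose by 4.95 (SE 0.344) on the log2 scale in wild type and by 6.22 (SE 0.371) in er erl2. IAA5 rose by 4.75 (SE 0.121) in wild type. It overlaps AT1G15570 in the reference annotation, so its counts are uncertain. BRU6 rose by 3.29 (SE 0.422) in wild type and by 5.44 (SE 0.478) in er erl2. The largest decreases in wild type were in AT1G05650, a pectin lyase-like gene (-2.90, SE 0.432), UGT75B2 (AT1G05530; -2.23, SE 0.420) and AT5G24100, a leucine-rich repeat kinase gene (-2.06, SE 0.263). In er erl2 they were in AT1G05650 (-2.28, SE 0.380), AT5G24100 (-1.48, SE 0.252) and AT1G44608, of unknown product (-1.44, SE 0.205). The UGT75B2 decrease lost the threshold in 4 alternative fits, and that of AT1G05650 in er erl2 lost it in 2.

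IAA19 (AT3G15540) rose by 2.32 (SE 0.179) in wild type and by 2.82 (SE 0.184) in er erl2. GH3.3 (AT2G23170) rose by 4.41 (SE 0.550) in er erl2, with a Benjamini-Hochberg adjusted edgeR p of 0.00393. In wild type its rise of 2.48 (SE 0.499) was not past the threshold, with an adjusted edgeR p of 0.066. GH3.3 in wild-type mock was at 110 ± 90.4 CPM (SD, n = 3), with raw counts of 2014, 1480 and 6322. Without the library with the highest of these counts, and with the DESeq2 Wald test or limma-voom, the wild-type rise was called. ACS4 (AT2G22810) rose by 2.30 (SE 0.341) in wild type and by 1.67 (SE 0.344) in er erl2. Its adjusted edgeR p in er erl2 was 0.0487, and the call was lost in 12 of 17 alternative fits. The wild-type call was lost in 2 of the 17.

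All 25 listed auxin genes were higher with IAA in both genotypes, under TMM and under DESeq2 size factors. Over all genes tested, 20 were called in wild type and 22 in er erl2. Adjusted within the list alone, 24 were called in each. The median log2 fold change was 1.81 in wild type and 2.01 in er erl2. Without IAA, 7 listed genes differed between genotypes over all genes and 14 within the list, and 5 of the 25 were higher in er erl2. Under IAA the counts were 2 and 2.

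**Figure D2:**
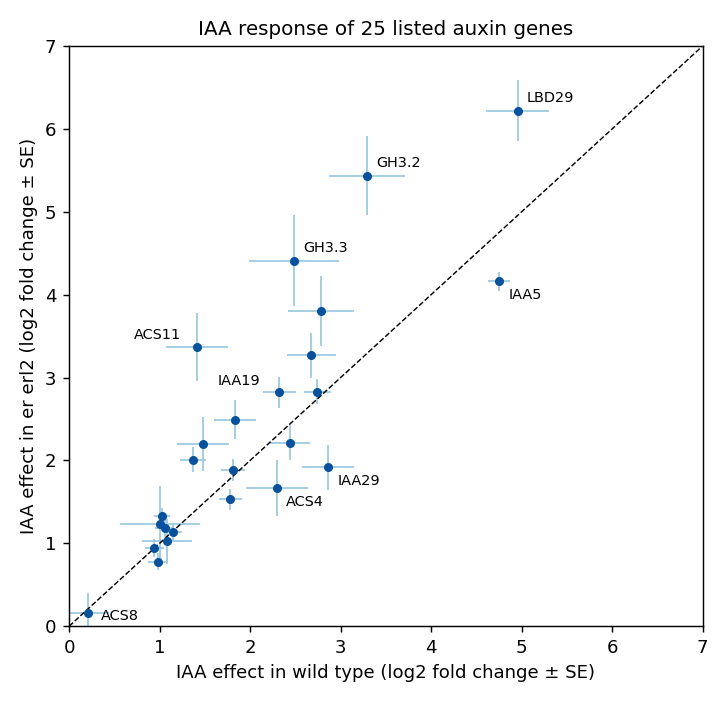
Log2 fold change with IAA in wild type (horizontal) and in er erl2 (vertical) for the 25 listed auxin genes, with SE bars and a dashed line of equal change. LBD29 has the largest change in each genotype, 4.95 and 6.22, and all 25 values are above 0 in both genotypes.

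The score over the fixed list rose with IAA by 2.05 in wild type, from 3.27 ± 0.303 to 5.32 ± 0.0403 log2 CPM (SD, n = 3). In er erl2 it rose by 2.37, from 2.80 ± 0.0632 to 5.17 ± 0.0887 log2 CPM (SD, n = 3). Each response had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. The responses of the genotypes differed by 0.32, and 120 of 400 arrangements gave a difference as large (exact permutation p 0.3, two-sided). The score was lower in er erl2 in both treatments. Arrangements that flip the genotypes in 1 treatment alone then give large differences, so this p cannot show that the responses are alike. Adjusted over the 2 scores by the Benjamini-Hochberg method, this exact permutation p was 0.6. The alternative that moved the difference most was the median over genes, which gave 0.85 (exact permutation p 0.03, or 0.06 adjusted over the 2 scores). That setting compares the median level in each library. The median over the 25 genes of their own response differences was only 0.12. Over 566 genes called for the mean IAA effect, of which 414 were higher, the response was 0.93 in wild type and 0.98 in er erl2. The difference of 0.05 had an exact permutation p of 0.655. This score too was lower in er erl2 in both treatments, so its p has the same limit. The difference changed sign without either of 2 libraries, in fits where the responding genes were also chosen again.

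**Figure D3:**
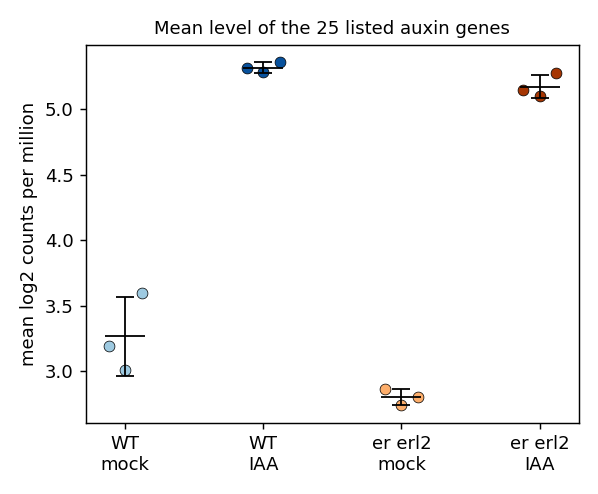
Mean log2 CPM of the 25 listed auxin genes in each library (points), by group, with the group mean and SD (bars, n = 3). The mock libraries lie between 2.74 and 3.599, and the IAA libraries between 5.10 and 5.36.

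No gene passed the threshold for the genotype by IAA interaction (0 of 21376). At an unadjusted p under 0.05 there were 1279 genes, or 5.98% of those tested, and the smallest adjusted edgeR p was 0.198. The DESeq2 Wald test called 15 genes, 6 with a higher and 9 with a lower log2 fold change with IAA in er erl2. The 3 genes of smallest p, none past the threshold in edgeR, were SAUR19 (AT5G18010; -1.30, SE 0.198), SAUR26 (AT3G03850; -0.99, SE 0.158) and AT1G29460 (-1.04, SE 0.190), all small auxin-up RNA genes. The DESeq2 Wald test called all 3, and leaving out wild-type mock replicate 1 made edgeR call SAUR19 and AT1G29460. Counts of this multigene family are uncertain where reads match several copies. Within the fixed auxin list, 4 genes had a list-adjusted edgeR p of 0.0423 for the interaction, and 0 of the 25 passed over all genes.

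Under mock, 3362 genes differed between the genotypes, of which 1795 were higher and 1567 lower in er erl2. A minimum 2-fold change left 734, of which 339 were higher and 395 lower, so the majority direction changed. Under IAA, 2989 genes differed, of which 1527 were higher and 1462 lower, and a minimum 2-fold change left 643. The lists shared 1857 genes, all 1857 with the same direction. Of the genes called in a genotype contrast, 148 were also called in an IAA contrast.

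Ranked by the edgeR log2 fold change, an order that lower bounds against the floor need not follow, the largest genotype differences were in genes with at most 3 counts in each library of one genotype. DAR4 (AT5G17890), the pseudogene AT4G16870 and CSA1 (AT5G17880) were at 0 counts in all 6 er erl2 libraries. DAR4 was at 105 ± 2.82 CPM, AT4G16870 at 66.3 ± 4.66 CPM and CSA1 at 17.7 ± 1.13 CPM in wild-type mock (SD, n = 3). Against the floor, DAR4 was at least 1144-fold lower, AT4G16870 at least 721-fold lower and CSA1 at least 192-fold lower in er erl2 under mock. Under IAA these bounds were 1156-fold for DAR4, 713-fold for AT4G16870 and 197-fold for CSA1. In the other direction, the pseudogene AT5G33251, AT4G19240 of unknown product and the B3 family gene AT5G32460 were at 0 counts in all 6 wild-type libraries. Under mock they were at least 483-fold, 464-fold and 87.7-fold higher in er erl2. Under IAA, AT5G33251 was at least 526-fold and AT4G19240 at least 484-fold higher. AT5G27010, an ARM repeat gene with at most 1 count in a wild-type library, was at least 139-fold higher.

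All 8 stomatal-lineage genes had higher estimates in er erl2 in both treatments, under TMM and under DESeq2 size factors. MUTE was not called and its estimate under IAA, 0.01, changed sign in 4 alternative fits. Under mock 7 were called, and under IAA 6, or 7 and 7 adjusted within the list. TMM (AT1G80080) was higher by 1.92 (SE 0.151) under mock and 1.69 (SE 0.150) under IAA on the log2 scale. EPF2 (AT1G34245) was higher by 1.72 and 1.93, BASL (AT5G60880) by 1.40 and 1.61, and SPCH (AT5G53210) by 1.28 and 1.25. SDD1 (AT1G04110) was higher by 0.76 and 0.94, and FMA (AT3G24140, also called FAMA) by 0.63 and 0.70. EPF1 (AT2G20875) was higher by 0.84 under mock, with an adjusted edgeR p of 0.0422, and this call was lost in 13 of 17 alternative fits. Its difference of 0.70 under IAA was not past the threshold, with an adjusted edgeR p of 0.074. None of the 8 genes (0) was called for IAA in either genotype.

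The genotype differences were unevenly distributed over the chromosomes. Of the tested genes, 462 were called with at least a 2-fold change in the same direction in both treatments. They made up 0.765%, 0.744% and 0.808% of the genes tested on chromosomes 1, 2 and 3, and 4.39% and 4.38% of those on chromosomes 4 and 5. There were 211 windows, each of 100 consecutive tested genes except the longer last window of each chromosome. Of these, 11 held over 9 such genes, and 0 of the 11 lay on chromosomes 1 to 3. The 11 windows had 100 genes each. Stretches were taken from the first to the last of these windows on each chromosome, with the windows between that did not pass. They spanned AT4G10280 to AT4G22770 (11 windows, 6 of them passing) and AT5G23535 to AT5G38350 (6 windows, 5 of them passing). Together the stretches held 193 of the 462 genes. AT5G33251, AT4G19240, AT5G32460, AT5G27010 and AT4G16870 lay within these stretches. DAR4 and CSA1 lay on chromosome 5 outside them, as did ERL2.

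**Figure D4:**
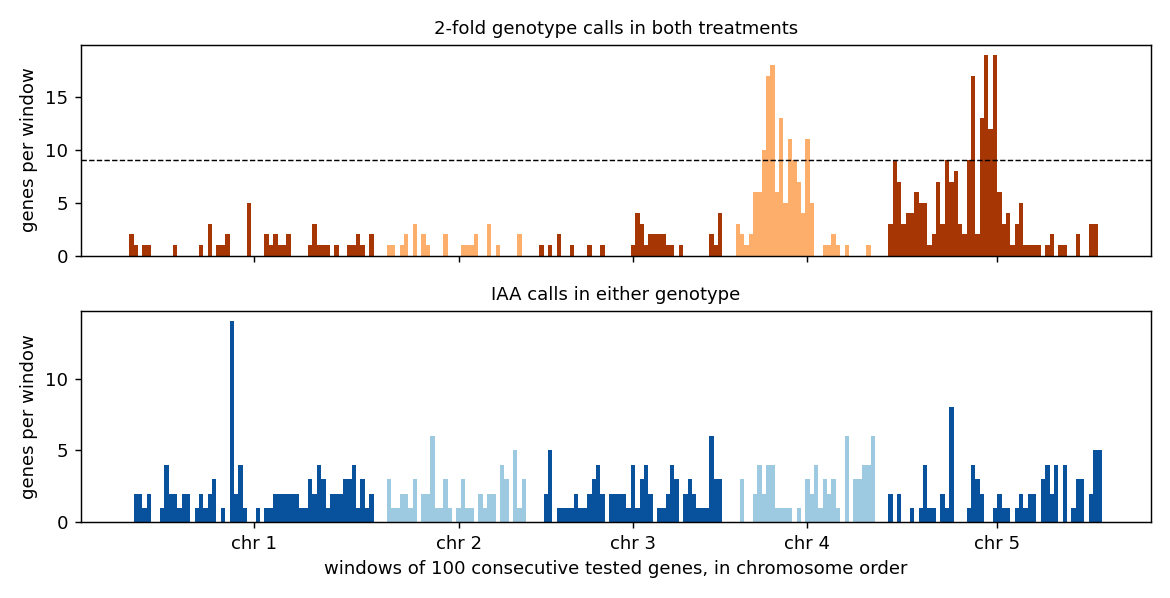
Genes per window of 100 consecutive tested genes along chromosomes 1 to 5, for 2-fold genotype calls in both treatments (top, the dashed line at 9) and for IAA calls in either genotype (bottom). The last window of each chromosome holds 106 to 181 genes. The 11 windows above the line lie on chromosomes 4 and 5.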

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

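All tests in this part were chosen only after the results were seen.

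The IAA responses of 4 listed auxin genes differed between the genotypes when p-values were adjusted within the list of 25, each with a list-adjusted interaction p of 0.0423 (edgeR quasi-likelihood test, Benjamini-Hochberg). The response in er erl2 minus that in wild type was -0.59 for IAA5, 0.64 for IAA30, 2.14 for BRU6 and 1.96 for ACS11 on the log2 scale. Over all 21376 genes, each had an adjusted p of 0.806. Under mock the genotypes differed by 0.64 for IAA5, -0.73 for IAA30, -2.13 for BRU6 and -2.45 for ACS11. Under IAA they differed by 0.05, -0.08, 0.01 and -0.49 in that order, none of these past the threshold.

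When the treatment labels of same-numbered pairs were swapped within a genotype, 5 of 32 splits gave at least 4 listed genes, the real one included. The 4 other such splits gave 20 to 24 listed genes and the remaining 27 gave 0. Swapped pairs carry the IAA effect into the contrast or into the spread within groups, so this count does not tell whether the real grouping stands apart. Swapping all 3 er erl2 pairs, for example, turns the contrast into the sum of the IAA effects and gave 566 calls over all genes. Wild-type mock replicate 3, which had the highest counts of BRU6 and ACS11 among the mock libraries, was tested as a source of the difference. Without it, 3 of the 4 genes stayed past the list-adjusted threshold. The difference fell to 1.37 for BRU6 and 1.51 for ACS11, though their list-adjusted edgeR p fell too, to 1.33e-05 and 0.0373. It was -0.76 for IAA5 (list-adjusted edgeR p 0.00708), and IAA30 (0.52) was lost with a list-adjusted edgeR p of 0.0989. GH3.3 also passed in this fit, with a difference of 1.00 (list-adjusted edgeR p 0.0297). Leaving out each of the other 11 libraries left between 0 and 4 of the 4 genes, and 0 in 7 of those fits. Over the whole list, 5 genes were past without wild-type mock replicate 1 and 8 without wild-type mock replicate 2. For BRU6, ACS11 and IAA30 part of the difference thus comes with wild-type mock replicate 3. The calls are not stable when single libraries are left out. Reads shared between copies and overlap of IAA5 with AT1G15570 could not be examined from gene counts. Whether the 4 differences arose by chance was not settled by these tests.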

How the results depend on the processing

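All alternatives but the block from column prefixes and the results outside clustered stretches were set before the data were examined; those 2 were chosen after seeing the data.

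The DESeq2 Wald test called 411 genes for IAA in wild type (305 higher, 106 lower), 617 in er erl2 (458 higher, 159 lower) and 15 for the interaction (6 higher, 9 lower). All 259 and all 328 genes called by edgeR for IAA were among them. A minimum absolute log2 fold change of 1 left 144, 171, 734 and 643 genes for the IAA effects in wild type and er erl2 and the genotype effects under mock and IAA, and 105 shared IAA genes. A fit of only the wild-type groups called 171 genes for IAA. With the median over genes, the fixed-list score difference rose to 0.85 (unadjusted exact permutation p 0.03, and 0.06 adjusted over the 2 scores, not past the threshold). The median of the response differences of the 25 genes was 0.12. The unadjusted exact permutation p reached 0.315 over the other processing settings and ranged from 0.205 to 0.475 with single libraries left out. The cause of these changes was not tested. The remaining 58 of 68 summary values under processing alternatives stayed within 1.5 times the count or on the same side of the threshold. Among these, a fit of only the er erl2 groups called more genes for IAA, 430 against 328, where the wild-type fit called fewer. DESeq2 size factors moved the higher share of genotype calls under mock from 53.4% to 54.8%.

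Across the 12 fits that each left out 1 library, calls ranged from 164 to 337 for IAA in wild type, 219 to 561 for IAA in er erl2, 2029 to 3482 for genotype under mock, 1946 to 3216 for genotype under IAA and 0 to 7 for the interaction (1279 at an unadjusted p under 0.05 with all libraries). Shared IAA genes ranged from 150 to 214 and the fixed-list score difference from 0.15 to 0.45. The score difference over genes responding on average ranged from -0.0528 to 0.16. It was reversed without wild-type mock replicate 3 (-0.0528) and without wild-type IAA replicate 2 (-0.03), and the cause was not tested.

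MUTE under IAA was reversed with the block from column prefixes (-0.0262), without wild-type IAA replicate 1 (-0.23), without er erl2 IAA replicate 1 (-0.06) and without er erl2 IAA replicate 2 (-0.13), with a range from -0.23 to 0.24 over the fits that left out 1 library. It had at most 27 counts in a library, so depth limits what can be said of it. Of 290 values of named genes under processing alternatives, 276 kept direction and side of the threshold, 8 were weaker and 5 stronger. Of 696 with a library left out, 659 did, 30 were weaker and 4 stronger.

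With the replicate number from the titles as a block, 233, 296, 2941 and 2590 genes were called for the IAA effects in wild type and er erl2 and the genotype effects under mock and IAA, and 0 for the interaction (1075 at an unadjusted p under 0.05). The deviations of same-numbered libraries from their group means had a correlation of -0.021 over 18 pairs, and same-numbered samples were different seedlings. With numbers from the column prefixes the calls were 188, 302, 2530, 2206 and 0 (997 unadjusted), and the correlation was -0.0115 over 13 pairs. Outside the clustered stretches, 238, 307, 2798, 2431 and 0 of the calls lay, with 177 shared IAA genes.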

Other observations

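All tests in this part were chosen only after the results were seen.

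Each comparison of 3 against 3 libraries was set against the other splits of its 6 libraries. Among the 4 splits that part all 3 same-numbered pairs, only 1, the real one, gave as many calls, in each of the IAA effect in wild type, the IAA effect in er erl2, the genotype effect under mock and the genotype effect under IAA. The other splits of that kind gave at most 0, 8, 0 and 0 calls, where the real ones gave 259, 328, 3362 and 2989. The 6 splits that part only 1 pair gave at most 17, 1, 0 and 0. With so few splits the share cannot fall under 0.05. For the interaction, 32 of 32 splits gave at least 0 calls, which could not come out otherwise. At an unadjusted p under 0.05, 13 of 32 splits gave at least the 1279 genes of the real one, but swapped pairs carry the IAA effect into the contrast or into the spread, so this count does not tell whether the real grouping stands apart.

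The 462 genes with a 2-fold genotype difference in both treatments were clustered: 41.8% of them lay in stretches of chromosomes 4 and 5 that hold 7.98% of the tested genes. Shuffling the calls over positions gave a permutation p of 1e-04 for the fullest window, the smallest that 10000 shuffles can give. The stretches held 6.96 times the calls of outside genes of the same expression and length. The stretches were chosen for holding many of these calls, so some excess was built into this ratio. IAA calls were not enriched there (odds ratio 0.875, Fisher's exact p 0.574 across genes, which are not independent). The largest absolute median log2 fold change of a stretch was 0.0351, so a gain or loss of whole stretches is not seen. The highest ER level in an er erl2 library was 16.1% of the lowest in a wild-type library, so no library carries the other genotype's label by this gene.

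A candidate explanation is DNA of another accession in the mutant background, retained around selected loci, in which some genes are missing, diverged from the reference or differently expressed. There were 57 genes with at most 3 counts in each library of one genotype and at least 10 in each of the other, 28 absent in er erl2 and 29 absent in wild type. Of these, 51 lay on chromosomes 4 and 5 and 28 in the stretches (odds ratio 11.3 inside against outside). That ratio is not independent of how the stretches were found, because these genes were among the calls that defined them. Among the calls alone, 14.5% inside and 10.8% outside were of this kind (Fisher's exact p 0.252). Divided by chromosome instead, 51 of 361 calls on chromosomes 4 and 5 (14.1%) and 6 of 101 on chromosomes 1 to 3 (5.94%) were of this kind (Fisher's exact p 0.0261). The outcome thus depends on where the boundary is drawn, both boundaries were chosen after the calls were seen, and genes are not independent, so neither p decides the question. Calls inside the stretches were lower in er erl2 in 49.7% of cases and outside in 53.9%. The labels give Col-0 for every sample, and sequence differences were not analysed here, so this explanation was neither excluded nor established. An effect of the er and erl2 mutations on these genes cannot be told apart from it. The window of ERL2 held 4 calls and that of ER 2, against a mean of 2.19 over all windows. Calls made up 4.38% of tested genes on chromosome 5, where ERL2 lies, and 0.744% on chromosome 2, where ER lies. Chromosome 5 was itself enriched in calls, so a comparison with it cannot tell whether the ERL2 window lies in an affected region. The calls in the ER window are too few to judge.

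The 3 genes of smallest interaction p were all SAUR genes, through which the family was noticed. Of 65 tested SAUR genes, 28 were induced by IAA on average, and their mean response was 1.96 in wild type and 1.27 in er erl2 on the log2 scale. The difference was -0.70, and -0.70 with DESeq2 size factors; 27 of 28 genes had a negative difference and 21 an unadjusted p under 0.05, none past the threshold over all genes in edgeR, while the DESeq2 Wald test called the 3 genes of smallest p. Without the 3 genes the difference was -0.65 over 25 genes, and 2 of 400 arrangements of the genotype labels gave one as large (exact permutation p 0.005, the smallest possible). This p does not account for the choice of the family after seeing the data. The effect of leaving out single libraries was computed over all 28 genes only, where the difference ranged from -0.80 to -0.52. The level under mock was higher in er erl2 by 0.41, with 2.00 ± 0.311 in wild type and 2.41 ± 0.0726 in er erl2 (SD, n = 3), and under IAA the difference was -0.29.

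Over 8 induced SAUR genes with no SAUR neighbour the difference was -0.55 (exact permutation p 0.055), with er erl2 higher by 0.14 under mock and a difference of -0.41 under IAA, against 0.41 and -0.29 over all 28. The response difference was thus smaller but not removed, part of it may come with tandem copies, and near-identical copies elsewhere were not examined. Over 14 on chromosomes 1 to 3 it was -0.71, so it is not limited to the chromosomes with clustered calls, but DNA of another accession could act on these genes from elsewhere. The other 386 induced genes gave 0.14 (exact permutation p 0.305), so a weaker response of all induced genes is not seen. A smaller SAUR response in er erl2 is a hypothesis, and it cannot be told apart from a difference in genetic background.

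Wild-type mock replicate 3 had a fixed-list score of 3.599 against 3.19 and 3.01 in the other wild-type mock libraries. On the second principal component it lay at 4.67, against 24.7 and 23.5 in those libraries and -16.5 to -19.3 in the wild-type IAA libraries. Of 276 genes induced in er erl2, 208 (75.4%) were higher in it than in the mean of the others, but er erl2 IAA replicate 3 showed 78.3% against its own group. The median deviation of these genes was 0.18 on the log2 scale, against 0.14 in er erl2 IAA replicate 3, and the correlation of deviations with the er erl2 IAA effect across its 328 called genes, which are not independent, was 0.521 against 0.27. Its depth was 99.3% of the mean of the others, which gives no difference in depth. Mixing with IAA-treated material might raise induced genes by one common percentage of the IAA excess. Over 33 strongly induced genes that percentage had a median of 3.94 and an SD of 8.40, which was 1.34 times the SD between the other mock replicates (6.29). Set against single libraries, the median was 1.19 for replicate 3 against replicate 1 (SD 10.9) and 6.87 against replicate 2 (SD 7.32), and 7.29 for replicate 1 against replicate 2. Over these genes the median of replicate 3 was therefore not above the difference between the other replicates, and mixing can be neither shown nor excluded. No biological explanation was tested, because the labels do not set this library apart.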
